# Coordinated inhibition of C/EBP by Tribbles in multiple tissues is essential for *Caenorhabditis elegans* development

**DOI:** 10.1186/s12915-016-0320-z

**Published:** 2016-12-07

**Authors:** Kyung Won Kim, Nishant Thakur, Christopher A. Piggott, Shizue Omi, Jolanta Polanowska, Yishi Jin, Nathalie Pujol

**Keywords:** Tribbles, C/EBP transcription factor, p38 MAP kinase, Genetic suppression, Transcriptional regulation, Signal transduction, Development, Stress responses

## Abstract

**Background:**

Tribbles proteins are conserved pseudokinases that function to control kinase signalling and transcription in diverse biological processes. Abnormal function in human Tribbles has been implicated in a number of diseases including leukaemia, metabolic syndromes and cardiovascular diseases. *Caenorhabditis elegans* Tribbles NIPI-3 was previously shown to activate host defense upon infection by promoting the conserved PMK-1/p38 mitogen-activated protein kinase (MAPK) signalling pathway. Despite the prominent role of Tribbles proteins in many species, our knowledge of their mechanism of action is fragmented, and the in vivo functional relevance of their interactions with other proteins remains largely unknown.

**Results:**

Here, by characterizing *nipi-3* null mutants, we show that *nipi-3* is essential for larval development and viability. Through analyses of genetic suppressors of *nipi-3* null mutant lethality, we show that NIPI-3 negatively controls PMK-1/p38 signalling via transcriptional repression of the C/EBP transcription factor CEBP-1. We identified CEBP-1’s transcriptional targets by ChIP-seq analyses and found them to be enriched in genes involved in development and stress responses. Unlike its cell-autonomous role in innate immunity, NIPI-3 is required in multiple tissues to control organismal development.

**Conclusions:**

Together, our data uncover an unprecedented crosstalk involving multiple tissues, in which NIPI-3 acts as a master regulator to inhibit CEBP-1 and the PMK-1/p38 MAPK pathway. In doing so, it keeps innate immunity in check and ensures proper organismal development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-016-0320-z) contains supplementary material, which is available to authorized users.

## Background

The Tribbles genes encode a family of highly conserved pseudokinases which lack key catalytic amino acids in the kinase domain [1–3]. Functional studies in multiple organisms have shown that these pseudokinases play diverse roles in innate immunity, cell signalling, energy homeostasis and cell division [2, 4]. The *Drosophila tribbles* gene is required for cell proliferation and migration in embryogenesis and oogenesis [5–8]. The mammalian Tribbles family includes three genes, *Trib1*, *Trib2* and *Trib3*, each of which plays unique roles in signalling networks regulating adipose tissue, metabolic homeostasis and the immune system [2, 4]. Abnormal function in human Tribbles has been implicated in a number of diseases including leukaemia, metabolic syndromes and cardiovascular disease [9].

Mammalian Tribbles can interact with components of the mitogen-activated protein (MAP) kinase pathway and act as adaptor proteins to modulate the strength and output of kinase signalling cascades [10–12]. Like fly Tribbles [7, 13], mammalian Tribbles bind to the basic leucine zipper (bZIP) transcription factors. Trib1 and Trib2 can induce degradation of several CCAAT/enhancer-binding protein (C/EBP) members in a context-dependent manner [1, 14, 15]. Trib3 binds to and inhibits the transcriptional activity of both activating transcription factor 4 (ATF4) and C/EBP homologous protein (CHOP) in cultured cell lines [16–19], although the in vivo functional relevance of such protein interactions remains unknown.

Given its extensive connections to different cellular processes, many questions remain to be answered regarding the role of Tribbles at the organismal level. No induction of peptide after *Drechmeria* infection 3 (NIPI-3) is the single Tribbles protein in *Caenorhabditis elegans* [20]. A role for *nipi-3* in the innate immune response was previously uncovered through the isolation of a partial loss-of-function mutation, which contains a missense mutation in the pseudokinase domain [20]*.* NIPI-3 is required for the upregulation of antimicrobial peptide (AMP) gene expression following infection by the fungus *Drechmeria coniospora* [20]. It acts upstream of a p38 MAP kinase (MAPK) pathway consisting of NSY-1/MAPKKK, SEK-1/MAPKK and PMK-1/MAPK [20, 21]. Both NIPI-3 and all components of the MAPK cascade are required cell autonomously in the epidermis during the immune response [20].

In this study, we generated null mutations of *nipi-3* and uncovered a novel role in animal development and viability. The lethality of *nipi-3* null animals is completely suppressed by loss of function in CEBP-1, a *C. elegans* member of the C/EBP family, previously known to be required for adult sensory axon regeneration and neuronal stress responses [22, 23]. Unexpectedly, loss of function in components of the PMK-1/p38 MAPK cascade also suppresses the lethality of *nipi-3* null animals. In *nipi-3* mutants, the levels of activated PMK-1 are increased, in a *cebp-1*-dependent manner. Through chromatin immunoprecipitation and deep sequencing (ChIP-seq) analyses and identification of target genes, we found that CEBP-1 binds to a conserved DNA motif. Our analyses of candidate target genes of CEBP-1 suggest a functional enrichment in development and stress responses. Importantly, in contrast to its role in innate immunity, we show that NIPI-3 acts in multiple tissues to negatively regulate transcriptional expression of *cebp-1*. This inhibition of CEBP-1 by NIPI-3 is also required across multiple tissues to enable larval development and maintain fecundity. The coordinated inhibition of CEBP-1 by NIPI-3 in multiple tissues reveals novel requirements for systemic regulation of signalling pathways in organism development.

## Results

### *C. elegans* Tribbles *nipi-3* is required for larval development and viability

To better understand the biological roles of *nipi-3*, we used clustered regularly interspaced short palindromic repeats (CRISPR)-Cas9 genome editing [24–27] to generate two deletion alleles of *nipi-3* (*fr148* and *ju1293*) and a green fluorescent protein (GFP) knock-in (KI) (*fr152)* (Fig. 1a; see Methods and below). The *fr148* and *ju1293* deletion alleles remove 1.6 kb and 0.6 kb of the 5′ region of the gene, respectively (Fig. 1a), resulting in molecular nulls for *nipi-3*. The phenotypes of homozygous mutants of either *nipi-3* deletion allele, designated as null (0), were indistinguishable (Fig. 1c, d). Mutants arrested development at the second to third larval stages (L2–L3) (see below) and eventually died between 5–10 days after hatching. When compared to wild-type larvae at the same stage (2 days post-hatching), *nipi-3(0)* arrested larvae displayed a small and dumpy body morphology. At 3 days post-hatching, wild-type animals reached the adult stage, as evidenced by fusion of seam cells (lateral epidermal cells), formation of adult alae and the vulva (Fig. 1b, f). By contrast, all age-matched *nipi-3(0)* animals were arrested at L2–L3, as the seam cells did not fuse, adult alae were not observed and the vulval invagination did not occur (Fig. 1c, d, f). In these mutant animals, the germline also appeared to be arrested, generally at L3 based on the size of the gonad and the number of germ cells (Fig. 1c, d, g). Occasionally, in *nipi-3(0)* animals with longer bodies, we observed some sperm or a few unfertilized oocytes. The *nipi-3(0)* animals also exhibited an abnormal pharyngeal morphology (Additional file 1: Figure S1). We rescued the larval lethality and sterility of *nipi-3(0)* by expressing the wild-type *nipi-3* genomic DNA as high-copy-number extrachromosomal arrays (Fig. 1a, e, h; Methods). As expression from such transgenes is silenced in the germline [28], this result indicates that the larval lethality and germline development defects of *nipi-3(0)* are both primarily due to its function in somatic tissues. Thus, the analyses of *nipi-3* null animals indicate an essential somatic role of *nipi-3* in organism development.

**Fig. 1:**
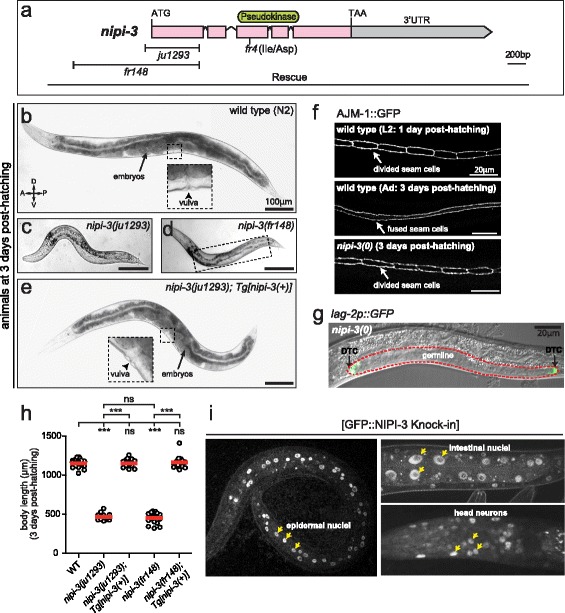
*C. elegans* Tribbles *nipi-3* is required for larval development and viability. **a** The *nipi-3* locus. *Top*, *nipi-3* encodes a pseudokinase of the Tribbles family. *Middle*, *nipi-3* deletions generated using CRISPR-Cas9 genome editing. *Bottom*, the extent of the *nipi-3* genomic region used to rescue the deletion mutants. **b**–**e** Bright-field images of worms at 3 days post-hatching; wild type (**b**), *nipi-3* null mutants (**c**,**d**) and a transgenic animal (*Tg*) expressing the wild-type *nipi-3* genomic DNA in a *nipi-3(0)* background (**e**). **f** Fluorescence images of worms expressing AJM-1::GFP reporter in the epithelial cells to allow visualization of seam cells. **g** Overlaid differential interference contrast (*DIC*) and fluorescence image of a *nipi-3(fr148)* mutant at 3 days post-hatching expressing *lag-2p::*GFP reporter. This image corresponds to the boxed region in **d**. Two distal tip cells (*DTC*) are shown in *green* (*arrow*), and the germline of arrested *nipi-3* null larva is denoted by a *dotted red line*. **h** Body length (μm) of worms at 3 days post-hatching. Each *dot* represents a single animal measured as shown; each *red line* represents the mean value. ***P < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). **i** Fluorescence images of endogenous NIPI-3 expression visualized in the GFP KI strain (*fr152)*. Expression is observed in the nuclei (*yellow arrows*) of the epidermis (*left panel*), the intestine (*upper right panel*) and the head neurons (*lower right panel*)

Knocking-in *gfp* to the *nipi-3* locus, which produced a protein tagged at its N-terminus (GFP::NIPI-3), had no adverse effect; KI animals (*fr152)* were fully viable and indistinguishable from wild type in growth and movement. We observed GFP expression in the epidermis, intestine and in neurons (Fig. 1i), consistent with the previously reported expression pattern obtained using transgenic transcriptional reporters [20]. Interestingly, although NIPI-3 does not have a clearly identifiable nuclear-localization signal, GFP::NIPI-3 expression was observed predominantly in the nuclei (Fig. 1i), with an overall intensity peaking at the L2–L3 stages. This nuclear localization suggests a role for NIPI-3 in regulation of gene expression.

### Loss of *cebp-1* suppresses the lethality, but not the innate immune response defect, of *nipi-3* null animals

To dissect the molecular mechanisms involving NIPI-3, we undertook a yeast two-hybrid screen using the full-length NIPI-3 protein as bait (Cypowyj S. et al., manuscript in preparation). One prominent candidate interacting partner was CEBP-1, a member of the C/EBP family of transcription factors [22]. The CEBP-1 protein consists of 319 amino acids, with a bZIP domain at its C-terminus. In further analyses using the yeast two-hybrid assay, we found that the N-terminal region (amino acids 1–115) of CEBP-1 was sufficient for binding NIPI-3 (Additional file 2: Figure S2). This interaction is reminiscent of those observed for fly and vertebrate Tribbles proteins, which bind and degrade C/EBP family proteins [1, 7, 13–15, 29], with human Trib1 binding the N-terminus of C/EBPα [1]. Thus, the ability of Tribbles and C/EBP proteins to interact directly is likely conserved from *C. elegans* to humans.

To understand the functional significance of the observed protein interaction, we next performed genetic analysis using null mutations of *nipi-3* and *cebp-1.* Null mutants of *cebp-1* show normal development and body appearance. Remarkably, *cebp-1(0)* completely suppressed the growth and fertility defects of *nipi-3(0)* mutants (Fig. 2b, h; Methods). *cebp-1(0)* also completely suppressed the body size defect and the developmental delay observed at 25 °C of the partial loss-of-function *nipi-3(fr4)* mutants (Additional file 3: Figure S3). NIPI-3 is also known to be necessary for the epidermal innate immune response upon fungal infection [20]. The expression of AMP genes after fungal infection is highly induced in wild-type animals and abrogated in *nipi-3(fr4)* mutants [20]. However, *cebp-1(0) nipi-3(0)* animals did not exhibit an induction of the AMP gene *nlp-34* upon infection (Additional file 4: Figure S4a). Further, *cebp-1(0) nipi-3(0)* animals expressing wild-type *cebp-1* in a tissue-specific manner in either the epidermis or neurons also showed no AMP gene induction (Additional file 4: Figure S4a). These results indicate that loss of *cebp-1* does not suppress the immune response defect in *nipi-3(0)*. As *cebp-1(0)* strongly impairs sensory axon regeneration after laser axotomy [22], we also tested whether *nipi-3* affected posterior lateral microtubule (PLM) axon regeneration. Neither *nipi-3(0)* nor *nipi-3(fr4)* showed significant effects in axon regeneration, and *cebp-1(0) nipi-3(0)* double mutants showed impaired axon regeneration similar to *cebp-1(0)* (Additional file 4: Figure S4b). These results show that the genetic interaction between *nipi-3* and *cebp-1* is highly specific for larval development and organism fecundity.

**Fig. 2:**
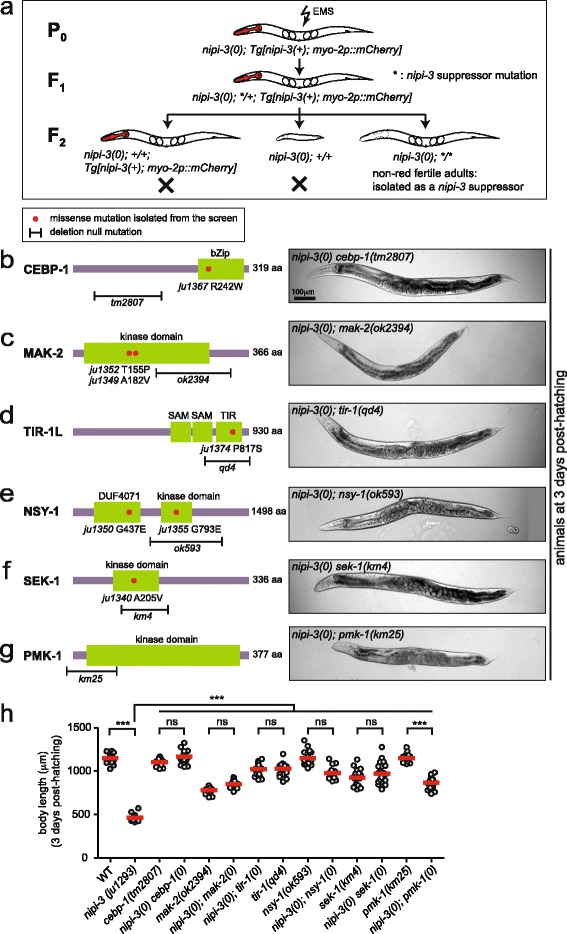
*nipi-3(0)* lethality is suppressed by loss of *cebp-1* or components of a PMK-1/p38 MAPK cascade. **a** Schematic overview of the forward genetic screen designed to identify the suppressors of *nipi-3(0)* larval arrest and lethality. **b**–**g** The mutations isolated from the *nipi-3(0)* suppressor screen and the deletion null mutations tested for *nipi-3(0)* suppression assay are shown in the *left column* and bright-field images of worms at 3 days post-hatching are shown in the *right column*. **h** Body length (μm) of worms at 3 days post-hatching. Each *dot* represents a single animal measured as shown; each *red line* represents the mean value; some data are replicated from Fig. 1 as shown with *darker grey* dots. ***P < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests)

### Loss of the PMK-1/p38 MAPK pathway also suppresses *nipi-3(0)* lethality

To gain further insight into the mechanism underlying *nipi-3*’s role in animal development, we performed a forward genetic screen for suppressors of *nipi-3(0)* lethality. We mutagenized *nipi-3(ju1293); Tg[nipi-3(+); myo-2p::mCherry]* animals (Methods). Among their F_2_ progeny, we isolated fertile animals that had lost the rescuing transgene (Fig. 2a) and established multiple suppressor lines (genotypes designated as *nipi-3(0); suppressor).* We screened ~16,000 haploid genomes and identified 7 independent suppressor alleles. All the identified suppressors in this study were associated with a full reversion of the *nipi-3(0)* lethality; fertile adults could be propagated without the *nipi-3(+)* rescuing transgene.

We characterized several suppressor mutations using candidate gene analyses in combination with whole genome sequencing. One suppressor caused a missense mutation in the bZIP domain of *cebp-1,* and behaved like *cebp-1(0)* (Fig. 2b, h). Among the other suppressors of *nipi-3(0)*, we found missense alterations in TIR-1/the sterile alpha (SAM) and Toll-interleukin receptor (TIR) motif-containing protein SARM), NSY-1/MAPKKK, SEK-1/MAPKK and MAK-2/MAPK-activated protein kinase (MAPKAPK) (Fig. 2c–f). These mutations are located in known functional domains, including the TIR domain for TIR-1*,* the kinase domains for NSY-1, SEK-1 and MAK-2, and the DUF4071 domain, commonly found at the N-terminus of many serine-threonine kinase-like proteins, for NSY-1 (Fig. 2c–f). We then tested known null mutants in each of these genes and found them to suppress *nipi-3(0)* to the same degree as our suppressor mutations, as shown by quantification of the body length (Fig. 2b–f, h; Additional file 5: Figure S5a). Thus, loss of function in *tir-1* and these three kinase genes causes strong suppression of *nipi-3(0).*

NIPI-3 has a specific role in the regulation of epidermal defense genes. It acts together with TIR-1, NSY-1 and SEK-1, as well as several other genes including *tpa-1*, *pmk-1* and *sta-2* [20, 21, 30]. We therefore tested mutants for these three latter genes for their genetic interaction with *nipi-3(0).* We found that loss of *pmk-1,* but not *tpa-1* or *sta-2,* suppressed the lethality of *nipi-3(0)* (Fig. 2 g, h for *pmk-1*; Additional file 5: Figure S5b for *tpa-1* and *sta-2*)*.* Loss of *pmk-1* resulted in suppression of *nipi-3(0)* phenotypes similar to the other suppressor mutants such that *nipi-3(0); pmk-1(0)* double mutants developed into fertile adults with adult alae and vulva. The rescue of body size, however, was not complete (Fig. 2 g, h). As *cebp-1* is involved in two other MAPK cascades known for their roles in adult axon regeneration [22, 31, 32], we tested mutations in several other candidate genes and found that loss of function in *dlk-1, pmk-3, mlk-1* or *kgb-1* did not suppress *nipi-3(0)* defects (Additional file 5: Figure S5b). Together, our analyses from both the forward genetic screening and test of candidate mutants reveal a previously unknown role of CEBP-1 in larval development mediated by NIPI-3, and a novel genetic interaction between NIPI-3 and the PMK-1/p38 MAPK cascade.

### NIPI-3 inhibits PMK-1 phosphorylation via CEBP-1

To dissect the mechanism underlying the interaction between PMK-1/p38 MAPK and NIPI-3, we first asked how the levels of active PMK-1 might be altered in *nipi-3(0)* suppressor animals. We performed a Western blot analysis using an anti-phospho-p38 MAPK antibody that specifically recognizes phosphorylated, active PMK-1 [30]. We made protein lysates from animals at 1 day post-hatching (L2) because *nipi-3(0)* animals at this stage were as healthy as the wild type. We observed that levels of active PMK-1 were significantly increased in *nipi-3(0)*, but remained similar to wild type in *cebp-1(0)* and *cebp-1(0) nipi-3(0)* animals (Fig. 3a, b). Phosphorylated PMK-1 was undetectable in *nipi-3(0) sek-1(0)* animals, consistent with PMK-1 being activated by SEK-1 (Fig. 3a, b). The total PMK-1 levels were likely unchanged in *nipi-3(0)*, as the mRNA levels of *pmk-1* were comparable between *nipi-3(0)* and wild type when assessed by quantitative RT-PCR (Fig. 3c)*.* We note that *mak-2(0)* did not affect phosphorylated PMK-1 (Additional file 6: Figure S6), suggesting that MAK-2 likely acts downstream of, or in parallel to, PMK-1. Together, these results suggest that the abnormally high levels of phosphorylated PMK-1 in *nipi-3(0)* are dependent on *cebp-1*.

**Fig. 3:**
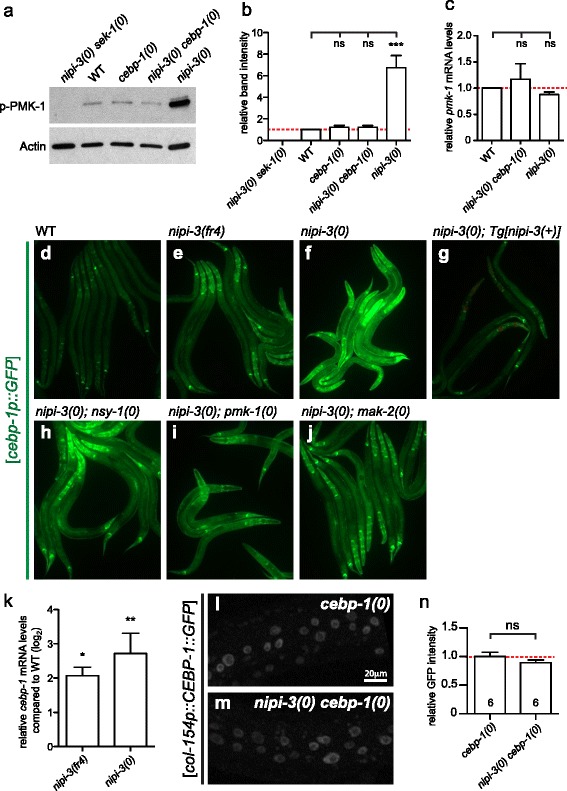
NIPI-3 represses PMK-1 phosphorylation via *cebp-1* and represses *cebp-1* transcription. **a** Western blot analysis on total protein lysate from various animal strains using the indicated antibodies, α-phospho-p38 MAPK antibody to detect a phosphorylated form of PMK-1 proteins (*p-PMK-1*) or α-actin antibody as a loading control. **b** Densitometric quantifications of immunoblot signals normalized to actin. *n* = 3; error bars represent standard error of the mean (*SEM*); *** P < 0.001 (one-way ANOVA with Tukey’s post hoc tests). **c** Quantitative RT-PCR (qRT-PCR) analysis of *pmk-1*. Relative abundance of *pmk-1* mRNA normalized to *actin* mRNA. *n =* 3; error bars represent SEM; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). **d**–**j** Fluorescence images of *cebp-1p::GFP* reporter animals at L2. **k** qRT-PCR analysis of *cebp-1* in WT, *nipi-3(fr4), nipi-3(0)* animals. Relative abundance of *cebp-1* mRNA normalized to *actin* mRNA. *n =* 3; error bars represent SEM; *P < 0.05; **P < 0.01; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). **l**, **m** Confocal fluorescence images (z-stack) of *col-154p(epidermis)::CEBP-1::GFP* reporter animals at L2. **n** Quantification of GFP intensity measured in each epidermal nucleus (10 per animal). *n* = 6; error bars represent SEM; *ns*, not significant (Student’s unpaired *t* test). Primary data for panels (**b**, **c**, and **k**) are provided in Additional file 14

### NIPI-3 represses the transcription of *cebp-1* in multiple tissues

To dissect how NIPI-3 inhibits CEBP-1, we examined whether *cebp-1* levels were altered in *nipi-3(0)* and in each *nipi-3(0)* suppressor. Transcriptional reporters of *cebp-1* (*Tg[cebp-1p::GFP]*) were broadly expressed in most post-embryonic tissues, including epidermis, muscles, pharynx, intestine and neurons (Fig. 3d–j). Strikingly, the expression of the *cebp-1* transcriptional reporter was highly and significantly increased in both *nipi-3(fr4)* and *nipi-3(0)* mutants, compared with wild-type animals (Fig. 3d–f). Quantitative RT-PCR analysis also showed significantly increased expression of *cebp-1* mRNAs in *nipi-3* mutant animals (Fig. 3 k). Consistent with the observed transcriptional regulation, we found that a translational CEBP-1::GFP reporter driven by a heterologous epidermal promoter showed no detectable differences in GFP expression in a *nipi-3(0)* background (Fig. 3 l–n). The increased expression of *cebp-1p::GFP* in *nipi-3(0)* was reduced to normal levels when a *nipi-3(+)* transgene was introduced (Fig. 3 g), indicating that NIPI-3 represses the transcription of *cebp-1*. Additionally, the transcriptional repression of *cebp-1* by NIPI-3 was largely independent of the PMK-1 pathway since *cebp-1p::GFP* expression in *nipi-3(0)* remained high in animals that also carried a null mutation of *nsy-1, pmk-1* or *mak-2* (Fig. 3 h–j). Together, the results show that NIPI-3 negatively regulates expression of *cebp-1* at the transcriptional level and that CEBP-1 acts upstream of the PMK-1 pathway.

The tight regulation of *cebp-1*’s expression level is critical for animal viability. We found that suppression of *nipi-3(0)* by *cebp-1(0)* was semi-dominant, as *cebp-1(0)/+* caused partial but significant suppression of the short body length of *nipi-3(0)* mutants (Additional file 7: Figure S7). Moreover, in a wild-type background, the transgene *eft-3p::CEBP-1::GFP,* which drives strong and ubiquitous expression of CEBP-1, caused dose-dependent lethality (see Methods). In addition, expression of a full-length functional translational reporter of *cebp-1* (*cebp-1p::CEBP-1::GFP*) in *nipi-3(0)* mutant animals exacerbated developmental defects and accelerated larval lethality, while the same transgene showed no such effects in a wild-type background. Together, these results support the conclusion that the lethality observed in *nipi-3(0)* mutants is a direct consequence of *cebp-1* overexpression.

### Overexpression of truncated forms of CEBP-1 suppresses *nipi-3(0)* lethality

To dissect the molecular basis of CEBP-1’s role in animal development, we expressed truncated forms of CEBP-1 lacking the bZIP domain (amino acids 1–230 or 1–115), or lacking the N-terminus (amino acids 237–319) in *nipi-3(0)* mutants. Surprisingly, in stark contrast to the strong lethality caused by overexpressing full-length CEBP-1 in *nipi-3(0)* mutants, we found that expression of either the N-terminal fragment or the bZIP domain of CEBP-1 alone resulted in significant suppression of *nipi-3(0)* defects (Fig. 4a–d). Overexpression of either the N- or C-terminal truncated protein caused no defects either in the wild-type or *cebp-1(0)* backgrounds. Among the three CEBP-1 fragments, the expression of C-terminal CEBP-1 (amino acids 237–319) showed the most effective rescue, judged by the fecundity of the transgenic lines and quantitative comparisons of body length (Fig. 4c, d). The expression levels of CEBP-1(amino acids 1–230)::GFP were markedly increased in *nipi-3(0)*, presumably reflecting the transcriptional regulation of *cebp-1* described above. We noticed the fluorescence intensity was most strongly increased in the epidermis and neurons, throughout the head region and in the ventral nerve cords (Fig. 4e–g). These observations suggest that the truncated forms of CEBP-1 act in a dominant negative manner to inhibit the activity of the endogenous CEBP-1.

**Fig. 4:**
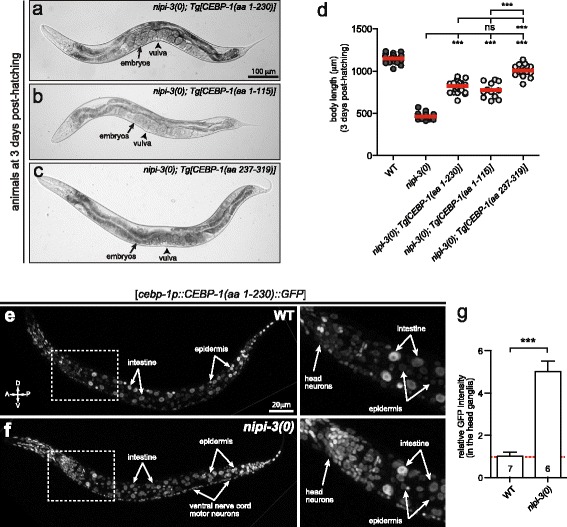
Overexpression of truncated forms of CEBP-1 protein suppresses *nipi-3(0)* lethality. **a**–**c** Bright-field images of worms at 3 days post-hatching expressing truncated forms of CEBP-1 proteins. **d** Body length (μm) of worms at 3 days post-hatching. Each *dot* represents a single animal measured as shown; each *red line* represents the mean value; some data are replicated from Fig. 1 as shown with *darker grey dots*. ***P < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). **e**, **f** Confocal fluorescence images (z-stack) of *cebp-1p::CEBP-1(aa 1-230)::GFP* reporter animals at L2. **g** Quantification of GFP intensity measured in the region of head neurons. Error bars represent SEM; ***P < 0.001 (Student’s unpaired *t* test)

### CEBP-1 binds conserved DNA motifs in genes regulating development and stress response

To gain further insight into CEBP-1’s function in animal development, we next sought candidate target genes of CEBP-1 by performing ChIP-seq analysis on transgenic animals expressing a functional FLAG-tagged CEBP-1 protein in a *cebp-1(0)* background (Methods). 

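The strain for ChIP-seq carried FLAG::CEBP-1 as an integrated transgene over a *cebp-1* null allele, so that the tagged protein was the only CEBP-1 in the animals. Animals were grown at 20 °C and crosslinked with 2% formaldehyde, and chromatin bound by an anti-FLAG antibody was sequenced beside genomic DNA of the same strain that had not been immunoprecipitated (the input). The paper's methods state 2 independent experiments, while the sample labels list 1 ChIP sample and 1 input sample and do not say whether the experiments were pooled, so that no spread between replicates can be computed. The data analysed here are the peak list of the ChIP sample, which the authors called with CLC Genomics Workbench against ce10, the genome build of WormBase WS220. For each peak the list gives the chromosome, start and end, the number of ChIP reads on each strand, a false discovery rate in percent, the p-value of a Wilcoxon filter on the read positions, and the neighbouring gene on either side with its distance. Read counts are as deposited, with no scaling by library size. The total number of mapped reads and the input reads at the peaks are not in the files analysed here, so reads per peak rank the peaks within the sample but do not give a fold enrichment over input. The 202 distinct peaks held 404906 ChIP reads in all, from 508 to 53980 per peak, with a median of 1204. Forward and reverse reads were nearly balanced in most peaks. Their difference divided by their sum had a median of 0.086 and was below 0.2 in 166 of the 202 peaks. Genes were taken from the list's own gene columns and from Table S1, joined by WormBase gene identifier. No genome sequence or annotation of the build was among the files analysed here.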

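The peak list held 203 rows, of which 1 repeated another row, leaving 202 distinct peaks. No 2 of them lay closer than 2125 bp to each other. The largest false discovery rate in the list was 2.51703e-50%. Within 3 kb of the peaks, 316 genes were listed with a distance, 237 of them within 1 kb. Of the 212 genes in Table S1, 190 were among them (89.6%), and 167 of the 202 peaks lay beside at least 1 of the 212 genes. The choice that moved the number of peaks most was to keep only peaks with at least the median number of reads, which left 102. Read numbers were uneven across peaks, and the 2 strongest held 21.2% of all reads in peaks. The strongest peak lay on chromosome IV from 4318087 to 4318251 (ce10), overlapped Y24D9B.1, and held 53980 reads (no replicates). The next lay on chromosome IV from 16645590 to 16645665 within Y51H4A.13 and held 32004 reads. A peak of 1138 bp, the longest in the list, overlapped Y22D7AR.6 on chromosome III from 1673721 to 1674858 and held 11804 reads. A peak on the X chromosome from 11887375 to 11887505, 936 bp from Y62H9A.7, held 11032 reads, of which 10090 were on the reverse strand. The fifth by reads, on the X chromosome from 15607702 to 15607851, lay 117 bp from *nipi-3* and 1066 bp from *rab-14* and held 9376 reads. The remaining peaks among the 10 strongest held between 3964 and 9023 reads and lay beside K09F6.10, a pair of genes of the clone Y105C5A, Y17D7C.6, Y39B6A.18 and *nhr-95*, and F19B10.1.

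**Figure D1:**
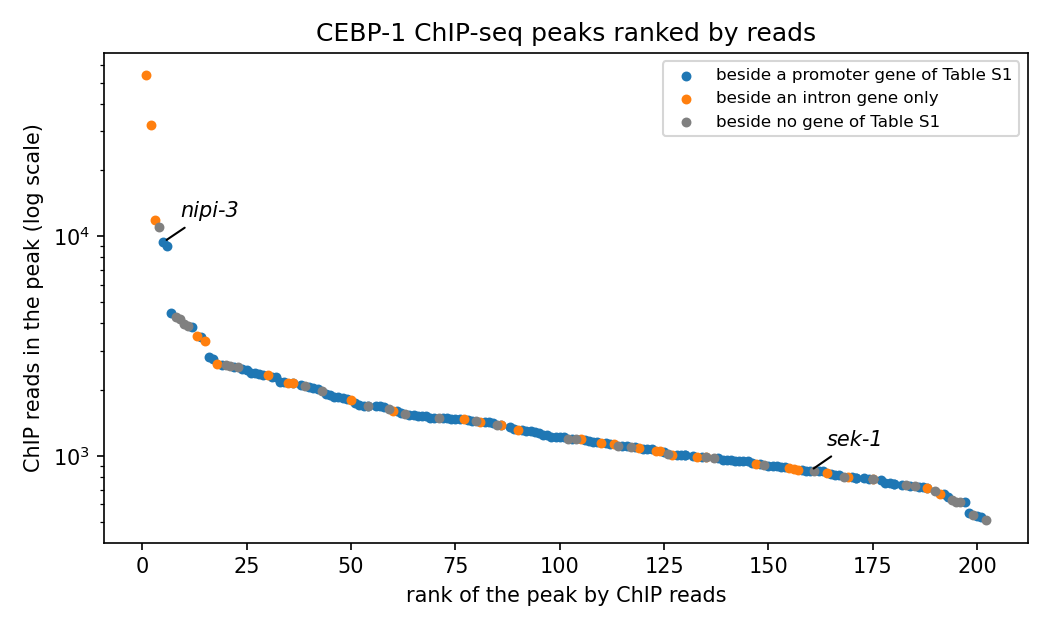
ChIP reads per peak (log scale) against the rank of the peak by reads, 1 point for each of the 202 distinct peaks, coloured by whether a promoter gene of Table S1, only an intron gene, or no gene of Table S1 lies beside the peak. Reads fall from 53980 to 508, and the peak beside *nipi-3* (9376 reads) ranks 5 while the peak beside *sek-1* (853 reads) ranks 160.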

We found 209 CEBP-1 ChIP-seq peaks in the genome that were associated with 212 coding genes (Additional file 8: Table S1). CEBP-1 peaks were preferentially located within the promoter regions of the target genes (169 genes, 79 %), less frequently within introns (43 genes, 21 %) and never within exons.

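Table S1 assigns 169 genes to promoter peaks (79.7%) and 43 to intron peaks (20.3%). Of these, 149 promoter genes and 41 intron genes were found beside a peak in the peak list, where promoter genes made up 78.4% of the genes (95% Wilson interval 72.0 to 83.7). Counted over peaks, 134 of the 167 peaks with a gene of Table S1 lay beside a promoter gene (80.2%, 95% Wilson interval 73.6 to 85.6). The other 33 lay beside an intron gene only. A peak beside a promoter gene and an intron gene was counted as promoter, whereas the authors gave promoters priority between isoforms. With the intron class of Table S1 given priority over its promoter class, the share was 75.4% (126 of 167). In that setting a peak that overlapped a promoter gene, with no intron gene beside it, still counted as promoter. Priority by overlap with the gene itself was thus not tested. The distance from promoter genes to their nearest peak had a median of 349 bp and a quartile range of 29 to 860 bp. Of the promoter genes, 90 had a peak within 500 bp, 114 within 1000 bp and 138 within 2000 bp. A peak overlapped the gene itself for 35 of the 149 promoter genes, against 40 of the 41 intron genes. The exception among the intron genes, *fgt-1*, was listed 2781 bp from its peak. Narrowing the distance limit from 3 kb to 1 kb moved the promoter share most, to 73.2% (104 of 142 peaks). Exons cannot be told from introns in the peak list, which gives gene distances but no exon coordinates, and the share expected from randomly placed peaks was not computed. From the assignment in Table S1, the paper reports that the CEBP-1 peaks lay preferentially in promoter regions.

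**Figure D2:**
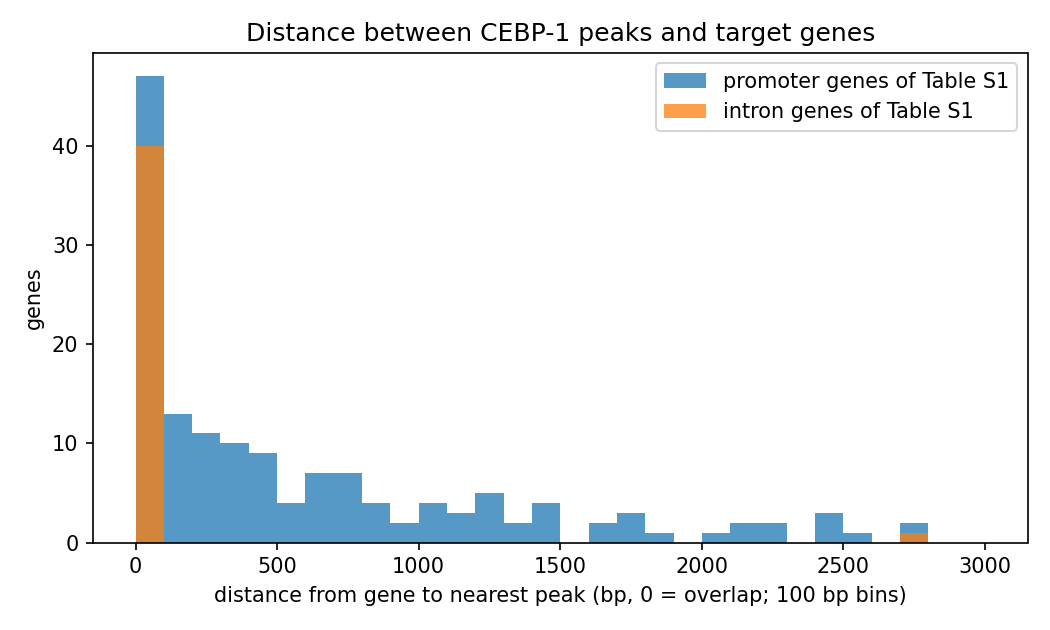
Number of genes of Table S1 against the distance in bp to their nearest peak, in 100 bp bins, for 149 promoter genes and 41 intron genes drawn over each other. All but 1 of the intron genes sit at 0, where the peak overlaps the gene, and the promoter genes spread out to 2766 bp.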

We then performed motif analysis of the genomic regions bound by CEBP-1 using the motif discovery tools Multiple Em for Motif Elicitation (MEME) [33] and Regulatory Sequence Analysis Tools (RSAT) [34]. 

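The peaks of the list were short, and the paper does not give the lengths of the sequences it searched for motifs. The chance rates given here hold for the lengths in the list. The 202 distinct peaks of the list were between 20 and 1138 bp long, with a median of 91.5 bp and a quartile range of 66.25 to 137 bp, and covered 22900 bp together. The motif NTTDYGAAAH is 10 bp long, with D for A, G or T, Y for C or T, H for A, C or T and N for any base. The peak sequences are not in the files analysed here, so matches in the peaks were not counted. To give the number of matches expected by chance, random sequences of the same lengths were drawn 500 times and searched on both strands. With a GC content set to 36%, 7.956 of the 202 sequences held a match on average (3.9%), with a range of 1 to 19 over the draws. With a GC content set to 50%, the mean was 2.714 sequences (1.3%) and the range 0 to 10. Both GC contents are settings of the simulation and were not measured in the peaks. The matches counted were to the motif string as written, and the paper derived the motif from its own peak sequences. Its count of peaks with the motif may follow another rule, so the chance rates give no enrichment for that count.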

The most over-represented motif, NTTDYGAAAH, was found in 139 out of 209 CEBP-1 ChIP-seq peak regions (Fig. 5a). We then compared this motif with published motifs using the motif comparison tool Tomtom [35] and found the most statistically significant similarities to vertebrate C/EBP binding motifs [36]. The conservation of CEBP-1 binding motif further reinforces the functional parallels between *C. elegans* CEBP-1 and vertebrate C/EBPs.

**Fig. 5:**
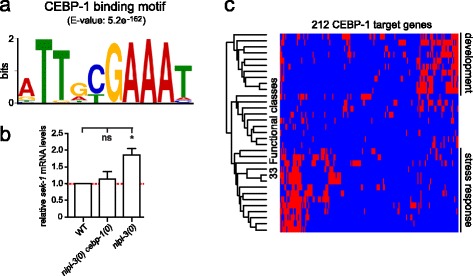
CEBP-1 binds conserved DNA motifs in genes regulating development and stress response. **a** Motif logo of the most over-represented motif among CEBP-1 ChIP-seq peaks. **b** qRT-PCR analysis of *sek-1*. Relative abundance of *pmk-1* mRNA normalized to *actin* mRNA. *n =* 3; error bars represent SEM; *P < 0.05; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). Primary data are provided in Additional file 14. **c** Hierarchical clustering of genes and functional classes (see Additional file 10: Figure S9 and Additional file 8: Table S1 for class labels and full data); the presence of a gene in a class is represented by a *red rectangle*, its absence by *blue*

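The genes that the paper names in the PMK-1 cascade include *tir-1*, *nsy-1*, *sek-1* and *pmk-1*. Of these, *sek-1*, the MAPK kinase upstream of PMK-1, was the only one named beside a peak. Regulators of the cascade were not counted here, such as *nipi-3*, whose peak held 9376 reads. The peak list names no peak beside *tir-1*, *nsy-1* or *pmk-1*, and none of these genes is in Table S1. The *sek-1* peak lay on the X chromosome from 7815362 to 7815457 (ce10), 96 bp in length, and the nearest edge of *sek-1* (WBGene00004758) lay 1262 bp away on its higher-coordinate side. No gene was listed within 3 kb on its other side. It held 853 ChIP reads, 366 forward and 487 reverse, and had a false discovery rate of 8.42891e-78% (no replicates). By reads it ranked 160 of 202, at 0.71 times the median peak of 1204 reads and above the weakest peak of 508 reads. Ranking by false discovery rate in place of reads moved it to 135. The list holds 1 peak beside *sek-1*. The nearest other peak on its higher-coordinate side lay 8374 bp away, over *eef-1A.2*. On its lower-coordinate side the nearest lay 910951 bp away, between *pes-23* and *sid-5*. Table S1 places the *sek-1* peak in the promoter. The paper takes binding at the *sek-1* promoter as the link through which CEBP-1 may act upstream of PMK-1, and goes on to measure *sek-1* mRNA. Its supplement also shows consensus CEBP-1 motifs in that promoter, and the input reads beside the ChIP reads.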

As CEBP-1 likely acts upstream of the PMK-1 pathway, we searched among the targets of CEBP-1 for components of the PMK-1 pathway and found CEBP-1 ChIP-seq peaks present in the promoter of *sek-1* (Additional file 9: Figure S8). When we examined the mRNA levels of *sek-1* by quantitative RT-PCR in *nipi-3(0)* animals where *cebp-1* is overexpressed, we observed increased *sek-1* mRNA levels (Fig. 5b). In contrast, in *nipi-3(0) cebp-1(0)* animals the levels of *sek-1* mRNAs were similar to those of the wild type. These results suggest that the abnormally high levels of *cebp-1* in *nipi-3(0)* can promote the expression of *sek-1*, which in turn promotes the phosphorylation of PMK-1 [30], leading to abnormal larval development and lethality.

We then asked whether the list of potential CEBP-1 targets was enriched for genes with specific functions. To this end, we searched for enriched categories through an Expression Analysis Systematic Explorer (EASE) analysis [37, 38], using our in-house database of functional annotations as described [39]. This includes 4600 datasets automatically updated from multiple sources including WormBase, FlyBase, the Kyoto Encyclopedia of Genes and Genomes (KEGG) and relevant RNAi databases. Most (80 %) of CEBP-1 target genes were associated with at least one of 33 enriched functional classes (*P* < 10^-5^; Additional file 8: Table S1). 

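Recounted in the gene-by-class matrix of Table S1, 170 of the 212 target genes belonged to at least 1 of the 33 classes (80.2%, 95% Wilson interval 74.3 to 85.0), and 42 belonged to none. The genes in classes belonged to a median of 4 classes and to at most 16. The overlaps listed in the paper ran from 6 to 47 genes per class, and the listed p-values from 2.41903e-12 to 5.15821e-06. Of the 190 target genes found beside a peak in the peak list, 152 were in a class (80.0%). Among the alternatives, keeping only target genes with a peak of at least the median number of reads moved the share most, to 83.5%. The strongest peak of a gene held about as many reads for genes in a class as for genes in none, with medians of 1275 and 1110 reads and a difference in mean log2 reads of 0.004 (permutation test, p = 0.98, 152 against 38 genes). The classes themselves come from the database of the authors, and their enrichment was not recomputed.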

Hierarchical clustering of the genes in each of the enriched classes identified two main groups (Fig. 5c; Additional file 10: Figure S9; Additional file 8: Table S1). 

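The development cluster in Table S1 holds 40 genes, 35 with a promoter peak and 5 with an intron peak, and 34 of them were found beside a peak in the peak list. The strongest peak of these genes held between 528 and 3875 ChIP reads, with a median of 1366.5 and a quartile range of 1008.75 to 1674.5 (no replicates). The most reads, 3875, were in the peak over *oxa-1* on chromosome I from 13391267 to 13391336 (ce10). *hmg-1.2* followed, with 3483 reads in a peak on chromosome III from 6279800 to 6279933, 449 bp from the gene. Translation genes of the cluster included *eif-3.B*, with 2755 reads at 2729 bp, *ifg-1*, with 1858 reads at 440 bp, and *eef-2*, with 1190 reads in a peak overlapping the gene. Genes of endocytosis included *chc-1*, with 2338 reads at 1182 bp, and *rab-5*, with 1271 reads at 408 bp. Another gene lay nearer to the peaks of *eif-3.B* (Y54E2A.10, 29 bp), *ifg-1* (M110.3, 170 bp) and *chc-1* (T20G5.17, 710 bp), but not to those of *eef-2* and *rab-5*. The transcription factor gene *skn-1* had 1661 reads in a peak on chromosome IV from 5656330 to 5656444 that overlapped the gene. The fewest reads were at *rfc-1*, with 528. In the matrix of Table S1, the phenotype class slow growth covered 47 of the target genes and larval lethal covered 24. From the classes shared by these genes, the paper describes the group as related to development and to basic cellular processes.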

One group is related to development with phenotypic classes such as 'larval lethal’ or 'slow growth’ and includes genes involved in basic cellular processes, transcription, translation or endocytosis. The second group is related to the response to biotic or abiotic stress, including response to cadmium, hygromycin or bacterial toxins. 

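The stress response cluster in Table S1 holds 20 genes, 18 with a promoter peak and 2 with an intron peak, and 19 of them were found beside a peak in the peak list. Their strongest peaks held between 785 and 9376 ChIP reads, with a median of 1687 and a quartile range of 1128.5 to 2372.5 (no replicates). *nipi-3* itself had the most reads, 9376, in the peak 117 bp from the gene on the X chromosome. The peak on chromosome I from 13391267 to 13391336, with 3875 reads, lay 781 bp from C01A2.4 and is the peak that also overlaps *oxa-1* of the development cluster. *lgg-1* had 2808 reads in a peak overlapping the gene on chromosome II from 6347174 to 6347410 (ce10), *vhp-1* had 2492 in a peak overlapping the gene, and *sqst-1* had 2451 at 626 bp. *sek-1* was near the lower end with 853 reads. In the matrix of Table S1, the hygromycin class covered 35 of the target genes, the cadmium class 20, and the class of genes induced by the Bt toxin Cry5B 17. *nipi-3* was in 14 of the 33 classes and *sek-1* in 12. The paper reads the conditions of these classes as a response to biotic or abiotic stress.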

Interestingly, McEwan et al. have found that most of the genes upregulated in *nipi-3(fr4)* mutants are also induced by the translational inhibitory toxin ToxA. Out of the 14 stress-related classes associated with the *cebp-1* targets, 10 are shared with those found for genes upregulated in *nipi-3(fr4)* (D.L. McEwan, personal communication; *P* < 10^-10^; Additional file 8: Table S1). On the other hand, consistent with the fact that the *nipi-3(fr4)* allele does not provoke larval lethality, only 1 out of the 10 classes in the development cluster is shared between the *cebp-1* targets and the genes upregulated in *nipi-3(fr4)*. These analyses suggest that CEBP-1 regulates genes functioning in development and in stress responses, and might have a particularly important impact on organismal physiology when overexpressed in a *nipi-3* mutant context.

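Binding in the development and stress response clusters was compared by the ChIP reads in the strongest peak of each gene. The 19 stress response genes with a peak in the list had a mean log2 of 10.73 reads (SD 0.88) and the 34 development genes a mean of 10.41 (SD 0.65). The difference of 0.32 was no larger than relabelled genes often gave (permutation test, p = 0.14). At or above the median peak of 1204 reads were 13 of the 19 stress response genes and 19 of the 34 development genes. Replacing reads by the −log10 of the false discovery rate changed the test most, to a difference of 17.3 (permutation test, p = 0.35). The SDs are across genes within 1 sample, which are not replicates, and reads in a peak were not divided by the input, so the comparison says nothing about the variation between experiments. The expression of these genes in *nipi-3* mutants was not analysed here. The paper reports it for *sek-1*, whose mRNA was increased in *nipi-3(0)*. From the classes of the genes with CEBP-1 peaks, the paper proposes that CEBP-1 acts on both development and stress responses. It reports that 10 of the 14 stress classes, but 1 of the 10 development classes, are shared with genes changed in *nipi-3(fr4)*.

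**Figure D3:**
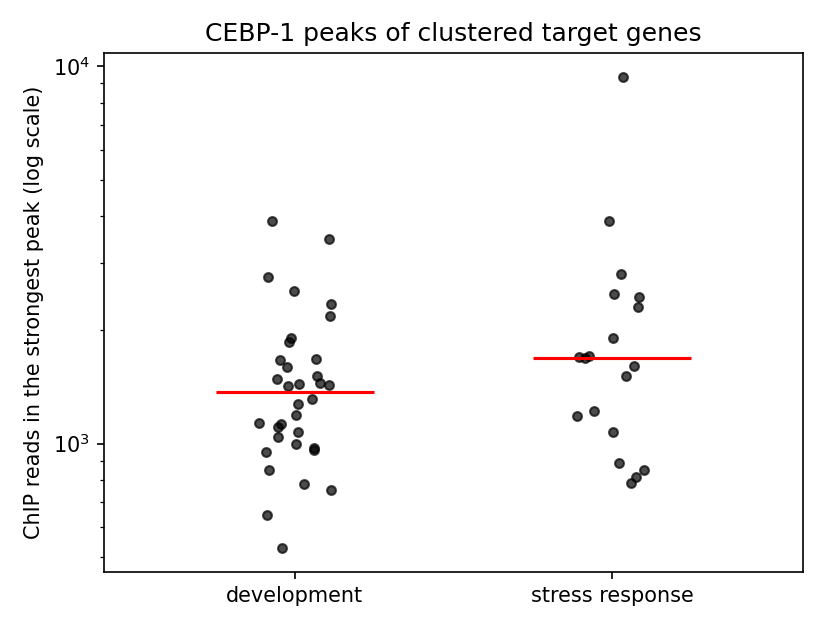
ChIP reads in the strongest peak (log scale) for each target gene of the development cluster (34 genes) and the stress response cluster (19 genes), with 1 point per gene, spread sideways for visibility, and a red line at the median. The medians are 1366.5 and 1687 reads, the ranges of the clusters overlap, and the highest point is *nipi-3* at 9376 reads.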

### NIPI-3 is required in multiple tissues to ensure proper larval development

We next asked in which tissue the expression of *nipi-3(+)* is required for animal viability. We expressed *nipi-3(+)* in a tissue-specific manner, using intestinal, epidermal and pan-neuronal promoters, in the *nipi-3(0)* background (Fig. 6a–f). In contrast to the complete rescue of body size and lethality in *nipi-3(0)* mutants expressing *nipi-3(+)* under its own promoter (Fig. 1e, h), expressing *nipi-3(+)* in individual tissues failed to rescue the developmental arrest (Fig. 6a–c, f). Pan-neuronal expression of *nipi-3(+)* resulted in slightly increased body length of *nipi-3(0)* 3 days post-hatching (Fig. 6c, f). Since *nipi-3* activity strongly inhibits *cebp-1* transcription in the epidermis and neurons (Fig. 4e–g), we expressed *nipi-3(+)* in both of these tissues together, and found that these transgenic animals showed an increased body size (Fig. 6e, f), compared to those expressing *nipi-3(+)* in each tissue alone, or in the intestine and epidermis simultaneously (Fig. 6a–d, f). Some of the transgenic animals with a body length closer to that of wild-type animals showed improved somatic and germline development, with formation of vulva and adult alae, and produced a few viable but infertile progeny. When we expressed *nipi-3(+)* in all three tissues together, the transgenic animals showed no further improvement of body size compared to those expressing *nipi-3(+)* in both the epidermis and neurons (Fig. 6f)*,* and did not recapitulate the rescue of lethality associated with the expression of *nipi-3* under its own promoter. Thus, we conclude that NIPI-3 is required in multiple tissues, particularly epidermis and neurons, for animal growth and development.

**Fig. 6:**
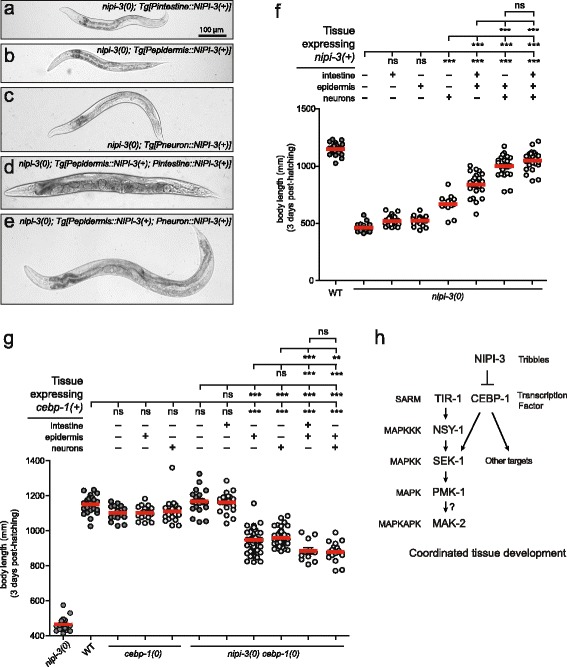
Tight regulation of both NIPI-3 and CEBP-1 is required in multiple tissues for proper organism development. **a**–**e** Bright-field images and (**f**) the body length of worms expressing tissue-specific *nipi-3(+)* driven by the intestinal (*mtl-2*), epidermal (*col-12*) or pan-neuronal (*rgef-1*) promoters in a *nipi-3(0)* background. **g** The body length of worms expressing tissue-specific *cebp-1(+)* driven by the intestinal (*ges-1*), epidermal (*col-154*) or pan-neuronal (*rgef-1*) promoters in a *nipi-3(0) cebp-1(0)* background. **f**, **g** Each *dot* represents a single animal measured as shown; each *red line* represents the mean value; some data are replicated from Figs. 1 and 2 as shown with *darker grey dots*. **P < 0.01; ***P < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). **h** Working model for NIPI-3 function in *C. elegans* development. In wild type, presence of NIPI-3 keeps *cebp-1* expression level optimal for coordinated tissue development. In *nipi-3(0),* however, *cebp-1* and *sek-1* are overexpressed and in turn PMK-1 is hyperactivated

### Suppression of *nipi-3(0)* by *cebp-1(0)* also requires a block of CEBP-1 activity in multiple tissues

Conversely, we asked whether expression of *cebp-1(+)* in a single tissue might cause the viable *nipi-3(0) cebp-1(0)* animals to die. We expressed *cebp-1(+)* using the intestinal, epidermal and pan-neuronal promoters in *cebp-1(0) nipi-3(0)* double mutants (Fig. 6 g). Expression of *cebp-1(+)* in individual tissues was insufficient to produce larval lethal phenotypes in *cebp-1(0) nipi-3(0)* animals. Interestingly, epidermal or neuronal expression of *cebp-1(+)* in *cebp-1(0) nipi-3(0)* double mutants caused short body length, but not in *cebp-1(0)* mutants (Fig. 6 g). Co-expression of *cebp-1(+)* in the epidermis and neurons resulted in further reductions in body length, although these were not as severe as those in *nipi-3(0)* animals (Fig. 6 g). In addition, we noticed that the same transgenes expressing *cebp-1(+)* in both epidermis and neurons caused an abnormal pharyngeal morphology in *cebp-1(0) nipi-3(0)* animals, similar to that seen in *nipi-3(0)* mutants (Additional file 1: Figure S1). Together, our data suggest that the tight regulation of both NIPI-3 and CEBP-1 in multiple tissues is required in a systemic manner for normal animal growth and development.

## Discussion

*C. elegans* Tribbles NIPI-3 was identified on the basis of its roles in host defense [20, 21]. Here, through generation and analyses of null alleles, we find *nipi-3* to be essential for animal development and viability. Remarkably, the larval arrest and lethality caused by complete loss of *nipi-3* is fully suppressed by loss of *cebp-1*, a C/EBP bZIP transcription factor, or by loss of function in the PMK-1/p38 MAPK cascade including *tir-1/*SARM, *nsy-1/*MAPKKK, *sek-1*/MAPKK and *pmk-1*/MAPK*.* Our data show that complete elimination of the function of *nipi-3* causes abnormally high expression of CEBP-1, and activation of PMK-1 MAPK. This then disrupts development and leads to death. The level of *sek-1* mRNA is increased in *nipi-3(0)* mutants but not in *cebp-1(0)* or in *nipi-3 cebp-1* animals. The level of phosphorylated (active) PMK-1 follows the same trend. Coupled with our ChIP-seq analyses and genetic epistasis data, this suggests that CEBP-1 acts as a direct positive regulator of *sek-1*. The PMK-1 pathway is therefore activated when CEBP-1 expression is high in *nipi-3(0).* On the other hand, *cebp-1* expression levels remain high in *nipi-3(0); pmk-1(0)* animals, confirming that CEBP-1 does not act downstream of the PMK-1 pathway. Together, these results suggest that NIPI-3 negatively regulates the PMK-1 MAPK cascade, via CEBP-1, to promote animal viability and development (Fig. 6 h).

In innate immunity, however, *nipi-3* cell-autonomously promotes or enhances the same p38 kinase cascade to activate host defense in the epidermis [20]*.* It has been shown that overexpression of *sek-1* in the epidermis rescues the block of AMP induction in *nipi-3* mutants upon fungal infection [20], and an overexpression of *nipi-3* provokes an increase in the constitutive expression of AMP which is dependent on the p38 cascade [21]. It is intriguing that NIPI-3 appears to be capable of activating or inhibiting PMK-1/p38 in the epidermis at different times or under different conditions (infection versus development). How might NIPI-3 achieve this dual role under different stresses and in altered cellular contexts? As Tribbles proteins are well known to act as adaptors, NIPI-3 might be regulated via binding with other co-factors only present under specific circumstances. Indeed, we find that other upstream and downstream components of the epidermal immune response cascade are not involved in the developmental regulation described here. Thus, the core PMK-1/p38 MAPK cassette has evolved context-specific functions depending on different upstream regulators or co-factors [40, 41]. Members of the Tribbles family in other species have been mostly studied in the context of cell proliferation, adipocyte tissue differentiation, energy metabolism and immunity, where they function in a cell-autonomous manner. Our discovery of the opposing roles of NIPI-3 in development and in the immune response illustrates how cellular context can alter the function of highly conserved signalling molecules.

Negative regulation of C/EBP by Tribbles has been observed throughout the animal kingdom. *Drosophila* and mammalian Tribbles bind and degrade C/EBP proteins [1, 7, 13–15]. We find that *C. elegans* NIPI-3 represses the transcription of *cebp-1*, which has important functional consequences in vivo. This form of regulation has not been reported in other organisms. Given its nuclear localization, NIPI-3 may inhibit the transcription of *cebp-1* by interfering with other transcription factor(s). The promoter of *cebp-1* contains putative CEBP-1 binding consensus motifs, raising the possibility that NIPI-3, by binding to CEBP-1, may also alter the transcriptional activity of CEBP-1.

NIPI-3 is required to control CEBP-1 levels in multiple tissues for animal development and viability. Consistent with the inhibition of CEBP-1 expression by NIPI-3 in the epidermis and neurons, simultaneous expression of *nipi-3(+)* in both tissues makes a noticeable contribution to animal development in *nipi-3(0)* mutants, compared with *nipi-3(+)* expression in single tissues. Conversely, simultaneous expression of *cebp-1(+)* in both epidermis and neurons causes noticeable defects in animal development in *nipi-3(0) cebp-1(0)* mutants, compared with *cebp-1(+)* expression in single tissues. Thus, a tightly regulated coordination of these two genes’ interactions in multiple tissues is required to ensure proper development.

A key conclusion from our study is that the precise control of CEBP-1 and PMK-1/p38 MAPK pathways in multiple tissues is critical for organismal development. NIPI-3 acts as a master regulator to prevent improper activation of CEBP-1 and PMK-1, whose hyperactivation during development has deleterious consequences. Interestingly, hyperactivation of PMK-1/p38 was previously shown to block larval development when the endoplasmic reticulum unfolded protein response was altered [42]. Moreover, innate immune activation with a xenobiotic that provides protection from bacterial infection in the adult has been shown to provoke a growth delay during development [43]. Subsequently, an elegant genetic suppressor screen revealed that mutations in the PMK-1/p38 MAPK pathway suppressed this developmental phenotype [44]. Thus, the NIPI-3/CEBP-1 axis is a key mechanism by which immune effector expression is held in check during nematode development.

During normal development, both CEBP-1 and PMK-1 are maintained at a basal level by NIPI-3. The levels of inducible signalling from these pathways are, however, important for animals to protect themselves or to promote repair. For instance, following fungal infection, NIPI-3 promotes the PMK-1/p38 MAPK signalling pathway in the epidermis [20]. Thus, animals can successfully defend themselves from fungal infection with activated PMK-1 locally in the epidermis, while survival is not affected as PMK-1 remains inactive in other tissues. Similarly, CEBP-1 is known to play a key role in neuronal stress responses [22, 23, 45], and we identified potential CEBP-1 target genes that are involved in different stress responses. Moreover, a concomitant study has identified NIPI-3 as a negative regulator of CEBP-1 in intestinal defense against the bacterial toxin ToxA (McEwan et al., personal communication). An important challenge for the future will be to understand how NIPI-3 regulates its downstream pathways and how NIPI-3 itself is regulated depending on developmental and environmental conditions. Understanding the molecular mechanism of this systemic, coordinated regulation should advance our knowledge of how animal development can be maintained in the face of environmental stresses.

## Conclusions

We showed a novel essential role for the *C. elegans* Tribbles homolog NIPI-3 in animal development and viability, which requires NIPI-3’s function in multiple tissues. NIPI-3 acts as a master regulator to prevent improper activation of a C/EBP transcription factor and a conserved PMK-1/p38 MAPK signalling cascade known to control innate immunity. These findings suggest that innate immune responses are tightly controlled for proper organismal development.

## Methods

### Strains, transgenes and plasmids

*C. elegans* strains were maintained under standard conditions at 20 °C unless otherwise mentioned. The wild type was the N2 Bristol strain [46]. New strains were constructed using standard procedures, and all genotypes were confirmed by PCR or sequencing. All strains and their genotypes used in this study are described in Additional file 11: Table S2. Extrachromosomal array transgenic lines were generated as described previously [47]. Expression constructs, transgenes and strain genotypes are also summarized in Additional file 11: Table S2. For all experiments, at least two independent transgenic lines were examined and quantitative data are shown for one. In our studies of *cebp-1* dosage effect, we could not generate transgenic animals when injecting 10 ng/μl of *eft-3p::CEBP-1::GFP* transgenes into wild-type animals, while many transgenic lines were obtained when *cebp-1::gfp* DNA was injected with lower concentrations (i.e. 1 ng/μl or 0.01 ng/μl). All plasmids used in this study are described in Additional file 12: Table S3a.

### CRISPR-Cas9-mediated deletion and GFP KI

We generated the *nipi-3(ju1293)* deletion allele using the co-CRISPR method [25, 48]. We used four single guide RNAs (sgRNAs) targeting the N-terminus of the *nipi-3* gene (Additional file 12: Table S3a). *U6p::nipi-3* sgRNAs were generated by Gibson assembly and injected into *cebp-1(tm2807)* worms, using standard methods, in mixtures composed of 30 ng/μl of each *nipi-3* sgRNA, 50 ng/μl of *eft-3p::Cas9-SV40NLS::tbb-2 3′UTR,* 50 ng/μl of *U6p::unc-22* sgRNA and 1.5 ng/μl of *myo-2p::mCherry.* For the *nipi-3(fr148)* deletion allele, a single sgRNA targeting the N-terminus of the *nipi-3* gene (Additional file 12: Table S3a) was injected into *cebp-1(tm2807)* worms, in mixtures composed of 50 ng/μl of *nipi-3* sgRNA, 30 ng/μl of *eft-3p::Cas9-SV40NLS::tbb-2 3′UTR* and 30 ng/μl of *col-12p::dsRed* [49]*.* Note that we also injected many wild-type worms with various combinations of *nipi-3* sgRNAs*,* but failed to isolate any deletion alleles.

GFP KI in the *nipi-3* locus, *nipi-3(fr152)* was generated with the same mixture as for *nipi-3(fr148)*, providing 30 ng/μl of the *nipi-3* repair template pSO1. This template was generated by Gibson assembly in the self-excising (SEC) cassette containing vector pDD282 [50] with 716 bp and 518 bp homology arms upstream and downstream of the *nipi-3* start codon, respectively (Additional file 12: Table S3a).

### Genetic screen for *nipi-3(0)* lethality suppressors

*nipi-3(ju1293)* mutant animals carrying *juEx6807[nipi-3 genomic DNA; myo-2p::mCherry]* were mutagenized using 45 mM ethyl methane sulphonate (EMS) following standard procedures as described [46]. Animals were distributed onto nematode growth media (NGM) plates seeded with *Escherichia coli* OP50 and screened in the F_2_ generation for normal animal growth reaching adulthood without expressing the transgene (no pharyngeal mCherry) under a fluorescence dissecting microscope.

### Mapping and cloning of *nipi-3* suppressor alleles

We first performed a conventional Sanger sequencing analysis for all suppressor alleles for *cebp-1* and determined that the *ju1367* allele affected *cebp-1.* We next sequenced *mak-2*, which was previously known to act in the same pathway as *cebp-1* in neurons [22], and found *ju1349* and *ju1352* alleles to affect *mak-2.* All other suppressors were analysed by whole genome sequencing analysis and single-nucleotide polymorphism (SNP) mapping following established methods [51]. Briefly, genomic DNA was prepared using a Puregene Cell and Tissue Kit (Qiagen) according to the manufacturer’s instructions, and 20X coverage of sequences was obtained using a 90 bp paired-end Illumina HiSeq 2000 at Beijing Genomics Institute (BGI Americas). The raw sequences were mapped to the *C. elegans* reference genome (WS220/ce10) using Burrows-Wheeler Aligner **(**BWA) [52] in the Galaxy platform (http://usegalaxy.org) [53]. Following subtraction of the nucleotide variants in the original strains, we generated a list of candidate genes containing unique homozygous nucleotide variants that were predicated to alter the function of the gene. We then confirmed the causality of the candidate genes by testing the known null alleles on the suppression of *nipi-3(0)*.

### Body length analysis

To examine the body length of animals during development, we obtained synchronized animals. Briefly, 5–15 gravid adults were placed on a seeded NGM plate to allow egg-laying for 3 h. Eggs laid during this period were incubated at 20 °C for 72 h, and the animals were then mounted on 2 % agarose pads containing a drop of 2.5 mM levamisole and photographed with a Zeiss Axioplan compound microscope, using Nomarski-DIC optics and an attached AxioCam digital camera. ImageJ software (National Institutes of Health (NIH), Bethesda, MD, USA) was used to measure body length by drawing a freehand midline from the tip of the nose to the tip of the tail of each animal.

### Western blot analysis

Worms of each genotype (80–100 individuals of L2 stage worms) were collected and washed with M9 buffer and boiled in sodium dodecyl sulphate (SDS) sample buffer for 10 min and loaded onto SDS-polyacrylamide gel electrophoresis (PAGE) gel (Bio-Rad). A 1:500 dilution of rabbit anti-phospho-p38 MAPK (Cell Signaling, #9211) and a 1:10,000 dilution of mouse anti-actin (MPbio, #08691001) were used as primary antibodies. ImageJ was used to quantify the intensity of the immunoblot bands.

### Quantitative RT-PCR

Quantitative real-time PCR was performed as previously described [49]. Sequences of primers are given in Additional file 12: Table S3b. To collect synchronized *nipi-3(0)* homozygous animals, we maintained *nipi-3(0)* animals on *cebp-1* RNAi plates. Gravid adults were then treated by bleaching solution to collect *nipi-3(0)* embryos, which were placed directly on regular NGM plates for 2 days in parallel to other strains.

### Fluorescence microscopy and axon regeneration by laser axotomy

Animals were mounted on 2 % agarose pads and immobilized with 2.5 mM levamisole. For transcriptional *cebp-1p::GFP*, GFP expression was imaged with a Zeiss Axioplan compound microscope, using Nomarski optics and an attached AxioCam digital camera. Translational CEBP-1::GFP expression was imaged with a Zeiss LSM710 confocal microscope for quantitative analyses. For confocal images, z stacks were obtained and maximum projection images were created using Zeiss Zen 2012 software. ImageJ was used to measure the GFP intensity at the nerve ring area for *cebp-1p::CEBP-1::GFP* and at each nucleus (10 per animal) for *col-154p::CEBP-1::GFP*. GFP::NIPI-3 KI expression was imaged with a spinning disk confocal microscope as described [54] to improve the signal-to-noise ratio.

We cut PLM axons and quantified the length of regrown axons as described [55].

### CEBP-1 ChIP-seq analysis

We generated transgenic animals expressing a functional FLAG-tagged CEBP-1 protein in a *cebp-1(tm2807)* mutant background (*cebp-1(0); juIs418 [cebp-1p::FLAG::CEBP-1::cebp-1 3′UTR]*) (Additional file 13: Figure S10) and then immunoprecipitated FLAG-CEBP-1-associated DNA fragments using anti-FLAG antibodies (M2 anti-FLAG magnetic beads; Sigma). We collected mixed stage worms grown at 20 °C on NGM plates followed by 2 % formaldehyde and sonicated the samples as described [56]. We next generated ChIP-seq DNA libraries via ligating DNA to specific adaptors and amplification with barcode primers, then sequenced them on the Illumina HiSeq 2000 platform. We performed two independent ChIP-seq experiments with parallel genomic DNA controls prepared from the same strain. We conducted peak calling using a CLC Genomics Workbench 6.0 (CLC bio). To define genes associated with the peaks, we used the annotation of transcription start site (TSS) and transcription end site (TES) from Wormbase WS220 (http://www.wormbase.org) and annotated the peak if it overlapped with the gene or the 3 kb upstream of the TSS. We then manually confirmed the peaks and associated genes using the University of California, Santa Cruz (UCSC) browser and an update to WS252. 

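The genes listed in Table S1 were joined to the genes named in the peak list by WormBase identifier, to see which of the listed genes the uncurated list already names. Of the 212 genes, 190 were named beside a peak and 22 were not. Those 22 included *dpy-23*, *eps-8*, *ftt-2*, *gei-4*, *pas-3* and *sca-1* of the development cluster and *fis-2* of the stress response cluster. Judged by the clone part of their sequence names, at least 17 of the 22 came from a clone that also holds a gene named beside a peak. Genes outside Table S1 that the list gives only by a locus name have no clone name and were not compared. The other way round, 35 of the 202 distinct peaks (17.3%) lay beside no gene of Table S1, and 25 lay beside 2 of its genes. The list names 326 genes, of which 10 have no distance. Restricting the genes of the list to those in Table S1, a setting chosen after seeing the data, lowered the number of associated genes from 316 to 190.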

If the peak was found within the promoter for one isoform and introns for other isoforms, we categorized it as a peak within a promoter. The ChIP-seq data are available at the Gene Expression Omnibus [GEO:GSE83330].

### Bioinformatic analyses

MEME [33] and RSAT [34] were used to identify over-represented motifs from 209 CEBP-1 ChIP-seq peak sequences, and then Tomtom [35] was used to compare the most over-represented motif against a database of known motifs in vertebrates. All informatics tools can be found at http://meme-suite.org and http://www.rsat.eu. Enrichment analyses were run on a newly developed database of functional annotations including 4600 datasets [39] updated to Wormbase WS252 (http://www.wormbase.org). Classes considered for enrichment had a maximum size of 2000 genes, and the *P* value for enrichment was lower than 10^-5^.

### Yeast two-hybrid assay

Full-length or fragments of complementary DNAs (cDNAs) were cloned into the pACT2 (Gal4 activation domain) or pBTM116 (LexA DNA-binding domain) vectors (Clontech) and constructs were co-transformed into yeast strain L40. We grew transformed yeasts on agar plates with synthetic defined (SD) minimal medium lacking leucine and tryptophan; interactions were examined on plates with SD medium lacking leucine, tryptophan and histidine.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 5. Significance was determined using unpaired *t* tests for two samples, one-way ANOVA followed by Tukey’s multiple comparison tests for multiple samples. For two nominal variables, Fisher’s exact test was used to evaluate the statistical significance. *P* < 0.05 (*) was considered statistically significant (* P < 0.05; ** P < 0.01; *** P < 0.001).

## Additional files

Additional file 1: Figure S1. CEBP-1 expression in multiple tissues causes an abnormal pharyngeal morphology in *nipi-3(0) cebp-1(0)* animals. (a) Differential interference contrast (*DIC*) images of worms at 3 days post-hatching. Pharynx and intestine are denoted by a *dotted red* and *yellow line*, respectively. (b) Co-expression of *cebp-1(+)* in the epidermis and neurons in *nipi-3(0) cebp-1(0)* animals caused pharyngeal morphology defect. **P* < 0.05; ***P* < 0.01; *ns*, not significant (two-tailed Fisher’s exact test). (PDF 3776 kb)
Additional file 2: Figure S2. NIPI-3 interacts with CEBP-1 in yeast two-hybrid assay. CEBP-1 variants were fused to the Gal4 activation domain and tested for their interaction with full-length NIPI-3 fused to the LexA DNA-binding domain. A large CEBP-1 fragment (∆2, amino acids 1–115) was sufficient for the NIPI-3 interaction. – refers to no growth and + refers to growth in the absence of histidine. (PDF 433 kb)
Additional file 3: Figure S3. Loss of *cebp-1* rescues the *nipi-3(fr4)* phenotype. (a) Bright-field images and (b) body length of worms at 3 days post-hatching grown at 25 °C. (b) Each *dot* represents a single animal measured as shown; each *red line* represents the mean value. ****P* < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). (PDF 1253 kb)
Additional file 4: Figure S4.
*cebp-1* and *nipi-3* are dispensable in immune response and axon regeneration, respectively. (a) qRT-PCR analysis of AMP gene, *nlp-34.* Relative abundance of *nlp-34* mRNA normalized to *actin* mRNA. *n =* 3. Error bars represent SEM. ****P* < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). Primary data are provided in Additional file 14. (b) Axotomy and axon regeneration analysis. Normalized PLM axon regrowth is shown in the bar graph. Error bars represent SEM. ****P* < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). (PDF 472 kb)
Additional file 5: Figure S5. Quantification of the body length of suppressor alleles identified from the screen and loss-of-function mutants of *tpa-1, pmk-1, sta-2, dlk-1, pmk-3, mlk-1* and *kgb-1*. (a, b) Body length of worms at 3 days post-hatching. Each *dot* represents a single animal measured as shown; each *red line* represents the mean value; some data are replicated from Fig. 1 as shown with *darker grey dots*. ****P* < 0.001 (one-way ANOVA with Tukey’s post hoc tests). (PDF 569 kb)
Additional file 6: Figure S6. Phosphorylated PMK-1 levels are unchanged in *nipi-3(0); mak-2(0)* animals. (a) Western blot analysis on total protein lysate from various animal strains using the indicated antibodies, α-phospho-p38 MAPK antibody to detect a phosphorylated form of PMK-1 proteins (*p-PMK-1*) or α-actin antibody as a loading control. (b) Densitometric quantifications of immunoblot signals normalized to actin. *n =* 4; error bars represent SEM*; ns*, not significant (Student’s paired *t* test). Primary data are provided in Additional file 14. (PDF 595 kb)
Additional file 7: Figure S7.
*cebp-1* shows a dosage sensitive effect in *nipi-3(0)* mutants*.* (a) Bright-field images and (b) body length of worms at 3 days post-hatching. (b) Each *dot* represents a single animal measured as shown; each *red line* represents the mean value. ****P* < 0.001 (one-way ANOVA with Tukey’s post hoc tests). (PDF 1501 kb)
Additional file 8: Table S1. List of CEBP-1 target genes and hierarchical clustering of genes and functional classes (XLSX 64 kb)
Additional file 9: Figure S8. The promoter of *sek-1* contains a ChIP-seq peak of CEBP-1*.* The promoter region of *sek-1* contains two consensus DNA-binding motifs for CEBP-1 (*black triangles*). *Top*, the *sek-1* locus. *Middle*, sequencing reads from CEBP-1-IP. *Bottom*, sequencing reads from genomic DNA input. (PDF 253 kb)
Additional file 10: Figure S9. Hierarchical clustering of genes and functional classes. The presence of a gene in a class is represented by a *red rectangle*, its absence in *blue*. See Additional file 8: Table S1 for class labels and full data. (PDF 680 kb)
Additional file 11: Table S2. List of strains and alleles. (XLSX 18 kb)
Additional file 12: Table S3. List of plasmids and primers used for qRT-PCR. (XLSX 13 kb)
Additional file 13: Figure S10. FLAG-tagged CEBP-1 protein rescues PLM axon regeneration defects of *cebp-1(0).* Axotomy and axon regeneration analysis. Normalized PLM axon regrowth is shown in the bar graph. Error bars represent SEM. ****P* < 0.001; *ns*, not significant (one-way ANOVA with Tukey’s post hoc tests). (PDF 432 kb)
Additional file 14: Primary data for Figs. 3b, c, k and 5b and Figures S4a and S6b. (XLSX 20 kb)

## Abbreviations

AMP: Antimicrobial peptide
bZIP: Basic leucine zipper
C/EBP: CCAAT/enhancer-binding protein
ChIP-seq: Chromatin immunoprecipitation and deep sequencing
CRISPR: Clustered regularly interspaced short palindromic repeats
EASE: Expression Analysis Systematic Explorer
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
MAPK: Mitogen-activated protein kinase
MEME: Multiple Em for Motif Elicitation
NIPI: No induction of peptide after *Drechmeria* infection
RSAT: Regulatory Sequence Analysis Tools

# Supplementary material for: Coordinated inhibition of C/EBP by Tribbles in multiple tissues is essential for Caenorhabditis elegans development
**Source:** BMC Biol. 2016 Dec 7;14:104. doi: 10.1186/s12915-016-0320-z

## Figure S1

**a** *C. elegans* head region

WT

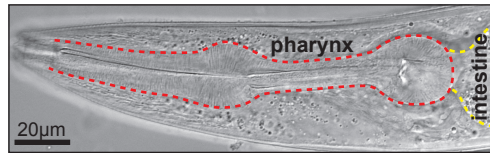

*nipi-3(0)*

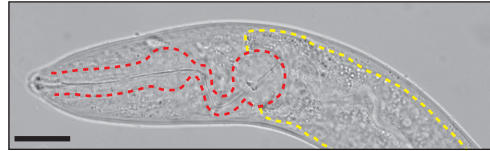

*nipi-3(0) cebp-1(0)*

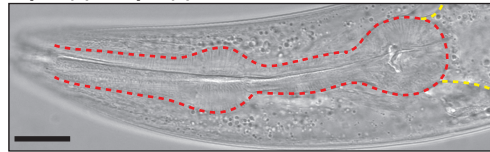

*nipi-3(0) cebp-1(0); Tg[Pintestine::CEBP-1(+)]*

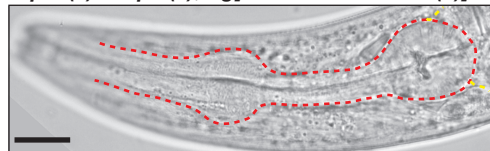

*nipi-3(0) cebp-1(0); Tg[Pepidermis::CEBP-1(+)]*

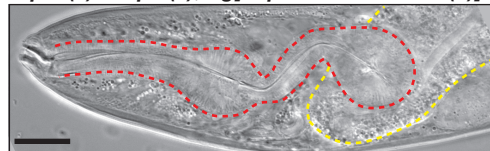

*nipi-3(0) cebp-1(0); Tg[Pneuron::CEBP-1(+)]*

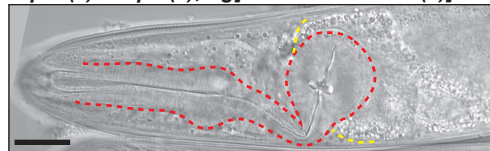

b

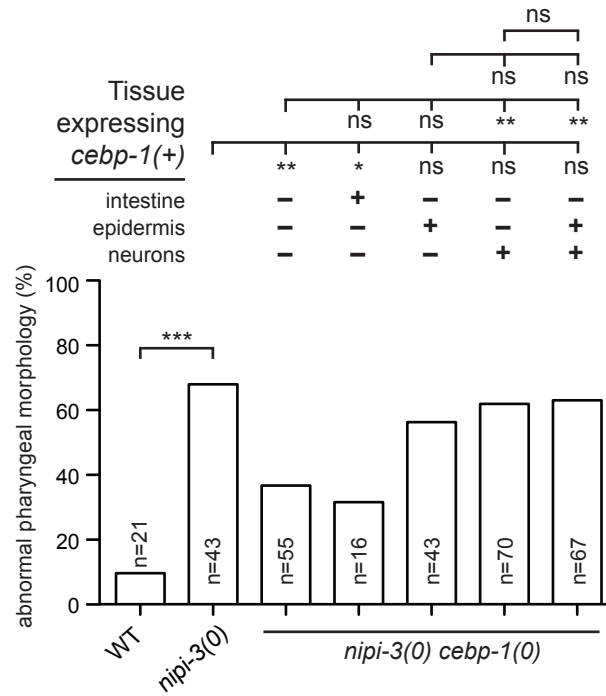

**Supplement:** Additional file 1: Figure S1. — CEBP-1 expression in multiple tissues causes an abnormal pharyngeal morphology in nipi-3(0) cebp-1(0) animals. (a) Differential interference contrast (DIC) images of worms at 3 days post-hatching. Pharynx and intestine are denoted by a dotted red and yellow line, respectively. (b) Co-expression of cebp-1(+) in the epidermis and neurons in nipi-3(0) cebp-1(0) animals caused pharyngeal morphology defect. *P < 0.05; **P < 0.01; ns, not significant (two-tailed Fisher’s exact test).

How the deposited data were processed for this re-analysis (not part of the article)

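CEBP-1 binding was measured by ChIP-seq in *C. elegans* carrying FLAG::CEBP-1 in a *cebp-1* null background, with 1 ChIP sample and 1 input sample in the labels and 2 independent experiments stated in the paper's methods. Only the peak list of the ChIP sample was available. The authors called the peaks with CLC Genomics Workbench against ce10 (WS220), with genomic DNA of the same strain as control, and annotated a peak with a gene when it overlapped the gene or the 3 kb upstream of its TSS. They then checked the peaks and genes by hand in a genome browser and updated the genes to WS252 for Table S1. The settings of the read mapper and the peak caller, and whether the 2 experiments were pooled, are not stated in the paper or in the labels.

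The reads of each peak were deposited as a count, with the forward and reverse count beside it, and no scaling for library size. The false discovery rate was deposited in percent, as the peak caller gave it. The column called normalized difference is a fraction that the authors took over from the peak caller. In every row it equals the absolute difference of forward and reverse reads divided by all reads of the peak, so it measures strand balance and not enrichment over input. The p-value deposited for each peak is that of the Wilcoxon filter of the peak caller on the positions of forward and reverse reads. The gene distances are in bp from the peak to the neighbouring gene on the lower and on the higher coordinate side, with 0 for overlap and none above 2982 bp.

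The list held 203 rows. The row that appears more than once was counted once in everything but the number of rows, which left 202 distinct peaks with a total of 404906 reads. The number of reads was used as the strength of a peak, on the log2 scale in tests, and the −log10 of the false discovery rate as an alternative, with the 8 rates of 0 set to the smallest rate above 0. Since reads were not divided by input, a peak in a region of high input coverage can rank high for that reason alone. Peaks were joined to Table S1 by gene identifier. The strand of the genes, their exons and whether they code for protein are not in the list, so the promoter and intron classes are those of Table S1, with promoter before intron. The genes associated with peaks were all genes the list gives with a distance. The rule for the genes named in the text was set before the peak list arrived. It takes the genes that the paper names in its ChIP-seq results, in its discussion of them, in the PMK-1 pathway or in the suppressor screen, and the genes of the 10 strongest peaks by reads, which were then read from the list. Further genes were named after seeing the data, at the claims on the clusters by their rank in reads or as examples of the functions the paper lists, and elsewhere as neighbours of a named peak or as exceptions in the join with Table S1.

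Shares are given with 95% Wilson intervals. Groups of peaks or genes were compared by permutation tests of the difference in mean with 100000 resamples. The numbers of peaks per chromosome were compared with 100000 multinomial draws. The design called for chromosome lengths, which were not among the files analysed here. The end of the last peak on each chromosome stood in for them, a choice made after seeing the data. Clustering of peaks along a chromosome was tested with 10000 uniform placements and windows of 1 Mb. These tests were tested on simulated data first. With no difference simulated, the permutation test gave p under 0.05 in 6% of simulations, the chromosome test in 5% and the window test in 1%, and with a doubled chromosome the chromosome test found it in 94.5%. The scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

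Alternatives were set for each result before the peak list arrived, and 3 were added after seeing the data. The tests of motifs in peaks and of the distance between motifs and peak centres were not run. Nor were those of peak strength with and without the motif, and of motifs in the *cebp-1* promoter. They need the genome sequence, which was not among the files analysed here. Measurements by qRT-PCR, Western blot and microscopy were not re-analysed.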

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

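The paper does not discuss the peak beside *nipi-3*, although it ranked 5 of 202 with 9376 ChIP reads, 10.99 times the reads of the *sek-1* peak. There is no control read count in the list, so it was compared with the weakest peak called, which held 508 reads. Its strand difference was 0.0079, rank 194 of 202, so it has no excess of reads on one strand. Its length of 150 bp ranked 42 of 202. That is outside the longest 5%, the limit written for wide regions of raised coverage, but above the upper quartile of 137 bp, so wider coverage is not excluded. Extra copies of *nipi-3* sequence in the strain are another technical explanation. The genotype in the labels mentions *nipi-3* 0 times, but the input reads at the peak are not in the files analysed here, so the peak cannot be told apart from a locus with raised or wider input coverage. As a hypothesis, CEBP-1 may bind close to *nipi-3*, whose product the paper describes as a negative regulator of *cebp-1*. The input coverage at X from 15607702 to 15607851 would test this. What each of these explanations predicts was written down after the values of the peak had been seen.

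A peak over *dlk-1*, a gene of another MAPK cascade whose loss the paper found not to suppress *nipi-3(0)* and that is absent from Table S1, held 1113 reads on chromosome I from 12566380 to 12566471 and ranked 114. It overlaps the gene and its strand difference is 0.141. Whether it lies in an intron or an exon cannot be seen in the list, and no technical or biological explanation was tested for it.

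In all, 35 of the 202 peaks lay beside no gene of Table S1, 4 of them among the 10 strongest. Low strength as an explanation was tested first. They held a median of 1187 reads against 1214 for the other 167 peaks (difference in mean log2 reads 0.004, permutation test, p = 0.94). Their mean strand difference was larger, 0.150 against 0.107 (permutation test, p = 0.037). Without the single peak with the largest strand difference the permutation test gave p = 0.17, so the test passed its threshold only with that peak. The medians over all peaks, 0.102 against 0.081, differed in the same direction. A candidate explanation is that the update of gene names assigned the peak to a neighbouring gene. Of the 22 Table S1 genes that the list does not name, 5 come from a clone of a gene beside one of the 35 peaks. Of the 190 genes that it names, 6 do (Fisher's exact test, p = 0.0023). The same join set both the gene groups and the 35 peaks, and the peak of a named gene cannot be among them. An excess can follow from these definitions alone, so the test cannot decide whether the update is the cause. By clone name, 5 of the 35 peaks lay beside a gene on the clone of an unlisted gene. Genes that the list gives only by a locus name have no clone name to compare unless they are in Table S1, and neighbours on adjacent clones are not seen, so the number of peaks explained in this way is not known. Of these predictions, only the one on leaving out the single peak was made before its result was seen. No biological explanation was tested, since the design has a single condition.

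The peak with the largest strand difference lay on the X chromosome from 11887375 to 11887505, 936 bp from Y62H9A.7 and beside no gene of Table S1. It held 11032 reads, and 91.5% of them were on the reverse strand. Its strand difference of 0.829 compares with 0.439 for the next peak and 0.376 for the 99th percentile of the others. A pile of reads on one strand, as a repeat or amplification could give, fits these values, and the prediction was written after they were seen. The position could be a technical peak, and read positions would be needed to tell.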

How the results depend on the processing

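Alternatives were computed for 7 results, 21 in all, of which 18 were set before the peak list arrived and 3 were chosen after seeing the data. Of the 21, 17 left the result on the same side of its test, within its interval, or within 1.5 times the main count, and 4 did not. Some of the 17 could not change their result. Each cluster gene in the list had 1 peak, so averaging over the peaks of a gene gave the main value. Merging peaks within 500 bp left the peaks per chromosome as they were, since no peaks were that close. By these limits, no alternative changed the share of target genes in an enriched class or the comparison of development and stress response targets. The same held for the peaks per chromosome and the rank of the *sek-1* peak. That rank was 135 by false discovery rate against 160 by reads.

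Keeping only peaks with at least the median number of reads lowered the number of peaks from 203 to 102 and the number of genes associated with peaks from 316 to 160. This alternative removes about as many peaks as it keeps by its definition. Restricting the genes to those of Table S1, chosen after seeing the data, gave 190. The peak list names the neighbouring gene on either side of a peak within 3 kb, with no selection for coding genes. The authors took coding genes that a peak overlapped in the gene or the 3 kb upstream, and checked the table by hand. Whether these differences account for the lower number was not tested. With a limit of 1 kb in place of 3 kb, the promoter share of peaks was 73.2% against 80.2%, because promoter genes lie at larger distances than intron genes, which are overlapped by their peak. No 2 peaks were within 500 bp of each other, so merging peaks only removed the repeated row.

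Several alternatives set before the list arrived were not run. The rules on the midpoint and on 50% of the peak, the count over all genes of the annotation, and the expectation from coding genes per chromosome need gene coordinates, and every alternative on the motif needs the genome sequence. The lists of peaks per experiment and the input reads are not in the files analysed here, so no replicate was left out and no result was divided by input. The replicate block was not run because the labels give no replicate numbers. Ties between the 8 peaks with a false discovery rate of 0 limit the ranking by that rate at its upper end, but not at the rank of *sek-1*.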

Differences from the paper's values

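No main value and its value in the paper were more than 1.5 times apart. The peak list held 203 rows, 202 of them distinct, against the paper's 209 peaks, and the remaining peaks are not in the files analysed here. The list named 316 genes within 3 kb against the paper's 212. These counts follow different rules. The paper's are coding genes with a peak in the gene or in the 3 kb upstream of the TSS. The list gives genes on either side of a peak, with no selection for coding genes. Within 1 kb it named 237, within 2 kb 289, with the stronger peaks only 160, and restricted to Table S1, a setting chosen after seeing the data, 190. The shares of promoter and intron genes among those found in the list were 78.4% and 21.6% against the paper's 79% and 21%, and the share of target genes in an enriched class was 80.2% against the paper's 80%. The labels and classes behind these shares are those of Table S1, so their closeness is not independent of the paper. Keeping the stronger peaks gave 102 peaks against the paper's 209, the only alternative whose value differed from the paper's by more than 1.5 times.

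The main text of the paper speaks of peaks in the plural in the *sek-1* promoter, while the title of its supplementary figure names a single peak. The list holds 1 peak beside *sek-1*, with 853 reads. Table S1 places the peak of *fgt-1* in an intron, and the list gives *fgt-1* a distance of 2781 bp from its peak. The overlap that Table S1 lists for a class equals the number of genes in the column of the same name in its matrix for 17 of the 33 classes.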

Other observations

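The sheets of Table S1 do not give the same number of genes for every enriched class. For the 17 classes from other sources, the overlap listed with the class equals the number of genes in the column of that name in the gene-by-class matrix. For the 16 classes whose identifiers start with SpellEC, 0 do. A candidate explanation is that the columns follow the alphabetical order of these identifiers while their names were written over them in numerical order. With the names reordered in that way, 16 of 16 counts equal the listed overlaps, while in 100000 random orders at most 7 did. This prediction was made after the counts had been seen. A second check was predicted before it was computed: genes induced at least 2-fold by the toxin Cry5B are expected among those induced at least 1.5-fold. With the names as given, 4 of the 32 genes in the 2-fold class were in the 1.5-fold class, and with the names reordered 20 of 20 were. The gene lists of the clusters and the share of genes in a class do not depend on the names, but which class sits in which cluster does. With the names as given, 10 of the 14 stress classes and 1 of the 10 development classes are marked as shared with *nipi-3(fr4)*, and with the names reordered 13 and 0 would be. The order of the names may thus bear on the naming of classes in Fig. 5c, and the original class lists would be needed to tell.

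Chromosome III held 48 of the 202 peaks (23.8%), against 28.8 expected from the end of the last peak on each chromosome. The other chromosomes held 28 to 35. The numbers over all chromosomes departed from that expectation (chi-square 17.48, multinomial draws, p = 0.0034), so chromosome length as approximated here leaves the excess unexplained. The peaks were not gathered in one region of chromosome III. The fullest window of 1 Mb held 7, where uniform placements gave a median of 8 (permutation of positions, p = 0.97). Reads per peak on III, with a median of 1436.5 against 1136.5 elsewhere, did not differ by more than relabelled peaks did (permutation test, p = 0.29). Peaks on III were longer, with a median of 116.5 bp against 81 bp (permutation test, p = 0.0040), so the excess cannot be told apart from wider coverage on that chromosome, for which input reads would be needed. The predictions for these tests were written after the peaks had been looked at, and the p-values are not adjusted for the number of tests. No biological explanation was tested.

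The 3 strongest peaks all lay over intron genes of Table S1. Over all peaks, the 33 beside an intron gene only held a median of 1145 reads and the 134 beside a promoter gene 1219, and the difference in mean log2 reads, 0.36 in favour of introns, was not past the threshold of the test (permutation test, p = 0.056). Median and mean point in opposite directions, since the mean is raised by the strongest peaks. The prediction was written after the strongest peaks had been seen.

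The comparison of stress response and development targets includes the *nipi-3* peak. Without it the difference in mean log2 reads was 0.19 in place of 0.32 (permutation test, p = 0.33).

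The paper reports putative CEBP-1 motifs in the *cebp-1* promoter. From them it raises the possibility that NIPI-3 changes how CEBP-1 acts on transcription by binding to it. None of the 35 peaks on the X chromosome, or elsewhere in the list, names *cebp-1* as a neighbouring gene. The transgene of the strain also carries the *cebp-1* promoter, and the input comes from the same strain. Since the input reads there are not in the files analysed here, the absence of a peak does not rule out binding. Of the 13 genes chosen from the paper, 3 were named beside a peak, *sek-1*, *nipi-3* and *dlk-1*, and 10 were not: *pmk-1*, *nsy-1*, *tir-1*, *mak-2*, *cebp-1*, *tpa-1*, *sta-2*, *pmk-3*, *mlk-1* and *kgb-1*.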
